A study of Danio rerio with 15 samples.

How the data were processed

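RNA was extracted from pools of 10 zebrafish embryos at 50% epiboly, the gastrulation stage at which the cell sheet has covered the upper part of the yolk. Libraries were prepared with an NEBNext Ultra II kit, per the labels' protocols. The series holds 15 samples in 5 groups of 3: axin2-/- mutants, nkd1-/- mutants, axin2-/-;nkd1-/- double mutants, and the unmutated strains TL and Tu (Tuebingen). Axin2 and Nkd1 are negative feedback regulators of Wnt signalling. Per the series record, the mutations were made with Cas9, axin2-/- in TL and nkd1-/- in Tu, and the replicates of a group had the same parents and were collected on different days. The replicates therefore measure the spread between collections of one family, and not the spread between families.

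The authors deposited one table of counts per Ensembl gene ID, whole numbers that are not normalized. It has 32520 genes and a column for each sample, and each column name equals a sample title. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the file header, so genes that overlap or that have near-identical copies may share reads. The totals ran from 44098543 to 68135442 counts per sample. The table does not pair its IDs with gene names, and 0 of its IDs were found in the reference table of zebrafish genes. No gene could be named, so the targeted transcripts were not checked against the genotype labels, and a list of 31 Wnt target genes written before the data were examined was not tested.

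Genes were filtered with filterByExpr (edgeR 4.0.16, R 4.3.3; minimum count 10, minimum total count 15), which kept 21614 genes. Library sizes were scaled by TMM. Dispersions were estimated over all 15 samples, and each comparison was a contrast in edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with group as the only factor, 10 residual degrees of freedom and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. All fold changes are on the log2 scale with standard errors derived from the quasi-likelihood F statistic. The comparisons were axin2-/- against TL, nkd1-/- against Tu, the double mutant against the mean of TL and Tu, TL against Tu, the double mutant against each single mutant, and the departure from additivity, which is the double mutant effect minus the sum of the 2 single mutant effects. The double mutant was set against the mean of both strains because it descends from a cross between them.

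Distances between samples were Euclidean, on log2 CPM with a prior count of 2 over the 21614 genes. The distances of the double mutant to the single mutants were compared by an exact permutation test over the 20 assignments of the 6 single mutant samples, two-sided. Effects were correlated across genes only between contrasts with no sample in common, since a shared control would correlate them through its sampling error. Genes are not independent replicates, so those correlations carry no p-value. Their spread was estimated by leaving out each sample in turn (jackknife). The named genes follow a rule written before the data were examined: the largest rise and fall among genes called, with a mean of at least 1 CPM and no overlap between mutant and control replicates. The rule allowed 3 rises and 3 falls in each mutant comparison. Because the IDs could not be matched to names, only the first rise and the first fall of each single mutant comparison are given.

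The pipeline was tested on simulated data drawn from the means, library sizes and dispersion trend of the real table, with 200 genes of axin2-/- changed by known folds. Of these, 81.5% were called in axin2-/- against TL among 21040 genes tested, together with 6 unchanged genes, and the mean error of the log2 fold change was -0.0023. In the double mutant against axin2-/- 83.5% were called with 8 unchanged genes and a mean error of -0.019, and for the departure from additivity 66.0% were called with 2 unchanged genes and a mean error of -0.030. No gene was called in the simulated comparison of nkd1-/- with Tu. Rises and falls of equal size were set in equal number, so shrunken or inflated folds would cancel in the mean errors. The changed genes were drawn only from those above a minimum mean count, and far more genes were called in the real comparisons. The shares called therefore do not give the sensitivity for the real data. Replicates of a group were compared by a chi-square of their counts over genes. It ran from 12.6 to 69.7 per degree of freedom, so no pair of libraries agreed within sampling noise and each was counted as its own sample.

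The alternatives were DESeq2 size factors, DESeq2 1.42.0, no filter on low counts, a fit with only the groups compared, the replicate number as a block, an added threshold of 1 on the absolute log2 fold change, counts thinned to the smallest library, each strain alone as control, and leaving out each sample in turn. The replicate numbers come from the sample titles, which do not say that equal numbers in different groups were collected together. The lists of shared genes and the correlations of each single gene's loss in the presence and absence of the other were added after the data were first examined.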

Results

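Gene expression was measured by RNA sequencing at 50% epiboly in 3 samples each of axin2-/-, nkd1-/-, axin2-/-;nkd1-/- double mutant, TL and Tu embryos. The total count was 48513512 ± 3247649 in axin2-/- (SD, n = 3), 57049577 ± 9630828 in nkd1-/-, 49716744 ± 5655884 in the double mutant, 54341130 ± 2044818 in TL and 50061145 ± 2656199 in Tu. The largest library was nkd1-/- replicate 3 with 68135442 counts and the smallest was double mutant replicate 2 with 44098543. The 50 most abundant genes took between 15.5% and 19.0% of the counts in each sample. Of 32520 genes in the table, 21614 passed the filter on low counts.

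The groups were distinct in the whole transcriptome. The first principal component of log2 CPM held 31.6% of the variance and placed the TL and axin2-/- samples on one side and the nkd1-/-, double mutant and Tu samples on the other. The second held 21.5% and set the Tu samples apart from the rest. The mean Euclidean distance between replicates of a group was between 90.7 in TL and 108.5 in axin2-/-, below every distance between samples of different groups, the smallest of which was 128.0 between an nkd1-/- and a double mutant sample.

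**Figure D1:**
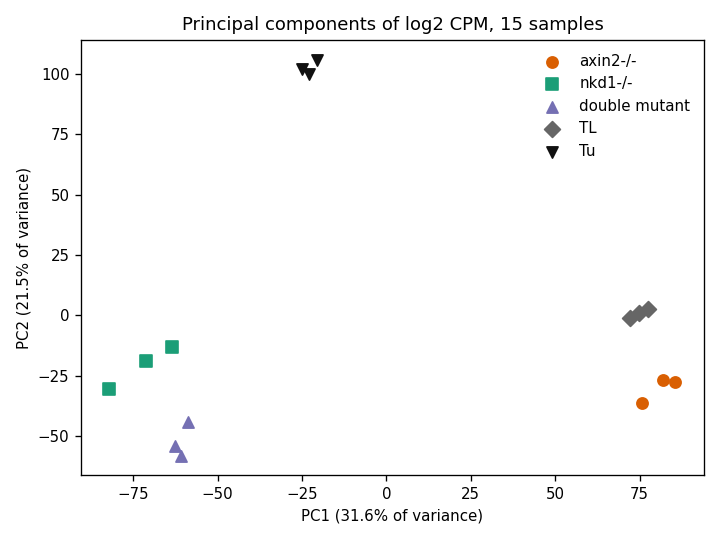
Principal component 1 (x axis, 31.6% of variance) against component 2 (y axis, 21.5%) of log2 CPM, with one point per sample and 3 samples per group. The replicates of each group lie together, the double mutant lies beside nkd1-/-, and axin2-/- lies beside TL.

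The background of the mutants was assessed first, because axin2-/- fish were made in TL and nkd1-/- fish in Tu. TL and Tu differed in 6712 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 31.1% of the genes tested. Of these, 3312 were higher and 3400 lower in TL, and the median absolute log2 difference of the called genes was 1.13 against a median standard error of 0.25. With all samples, more genes were called between the unmutated strains than between either single mutant and its own strain. For nkd1-/- this order rested on single samples. Without Tu replicate 3, nkd1-/- against Tu gave 5744 genes and TL against Tu 5592. The order held without Tu replicate 1 (4584 and 5477) and without Tu replicate 2 (5158 and 5861).

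Loss of axin2 was assessed against TL. In axin2-/- embryos 4592 genes differed from TL (21.2% of genes tested), 2297 higher and 2295 lower. Loss of nkd1 was assessed against Tu. In nkd1-/- embryos 6324 genes differed (29.3%), 3122 higher and 3202 lower. An absolute log2 fold change of at least 1 was reached by 2588 of the genes called in axin2-/- and by 3271 of those called in nkd1-/-. This added threshold was the alternative that moved the counts most. The double mutant differed from the mean of TL and Tu in 8089 genes (37.4%), 4265 higher and 3824 lower. Against TL alone it differed in 7527 genes and against Tu alone in 7862. The mean of both strains rests on more control samples than a single strain does. The median standard error of the genes called against it was 0.20, against 0.26 in axin2-/- and 0.24 in nkd1-/-. Their median absolute log2 fold change was 0.91, against 1.15 and 1.03, so the counts do not rank the sizes of the effects. The median log2 fold change over all genes tested lay within 0.03 of 0 in each of these comparisons.

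**Figure D2:**
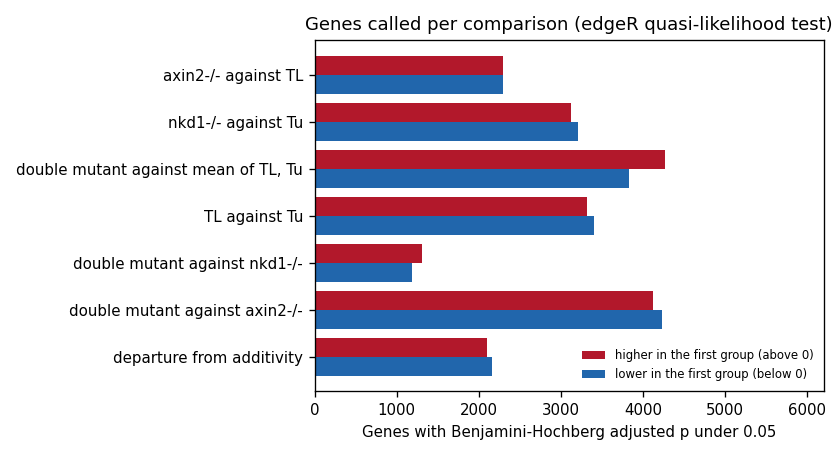
Number of genes with a Benjamini-Hochberg adjusted p under 0.05 (x axis, from 0) in each of 7 comparisons, split into genes higher and lower in the group named before "against", or with a departure above and below 0. The double mutant against nkd1-/- gave 2496 genes, the fewest of the 7, and the double mutant against axin2-/- gave 8340, the most. The comparisons rest on different numbers of samples, so the counts do not rank the sizes of the effects.

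The genes with the largest changes were off in one group and on in the other. ENSDARG00000098316 had no count in the 3 TL samples and was at 5.03 ± 0.99 CPM in axin2-/- (SD, n = 3), at least 93.2-fold higher when TL is taken at the floor of 3 counts (edgeR adjusted p = 4.35e-08). It was at 6.94 ± 0.67 CPM in Tu, so the unmutated strains also differed in it (edgeR adjusted p = 7.30e-09). ENSDARG00000037738 was at 86.7 ± 19.4 CPM in TL and at 0.062 ± 0.11 CPM in axin2-/-, where 2 of the 3 samples had no count. Its log2 fold change was -10.41 ± 0.52 (SE; edgeR adjusted p = 8.32e-10). The size of this fall rested on 9 counts in axin2-/- replicate 2: over the 6 fits that each left out one sample it ranged from -15.15 to -9.80, and the lowest value is the one without that sample, where axin2-/- had no count and the fold has no upper limit. In Tu it had no more than 1 count in any sample. ENSDARG00000096690 had no count in Tu and was at 27.3 ± 8.1 CPM in nkd1-/-, at least 450.4-fold higher (edgeR adjusted p = 1.06e-09). It was at 42.9 ± 3.0 CPM in the double mutant and at 0.279 ± 0.082 CPM in TL. ENSDARG00000097973 was at 33.8 ± 4.7 CPM in Tu, 122.7 ± 30.0 CPM in TL and 104.6 ± 14.8 CPM in axin2-/-, and had no count in any nkd1-/- or double mutant sample. It was at least 625.0-fold lower in nkd1-/- than in Tu (edgeR adjusted p = 7.02e-10). These folds rest on 3 replicates of one family per group, and all 4 genes were also called between TL and Tu, with edgeR adjusted p values up to 0.000161.

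**Figure D3:**
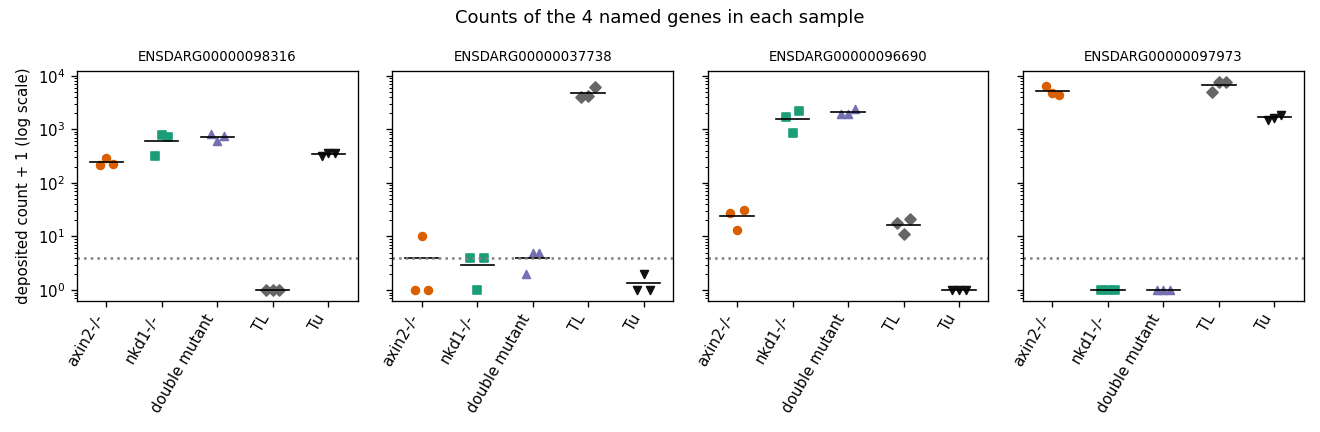
Deposited count + 1 on a log axis for the 4 named genes, with one point per sample, a bar at the group mean (n = 3) and a dotted line at the floor of 3 counts. ENSDARG00000097973 was at 0 in all nkd1-/- and double mutant samples, and ENSDARG00000037738 was high only in TL among the 5 groups.

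The series compared the double mutant with each single mutant to ask which it resembles. The double mutant differed from nkd1-/- in 2496 genes (11.5%), 1309 higher and 1187 lower, and from axin2-/- in 8340 genes (38.6%), 4116 higher and 4224 lower. The mean distance of double mutant samples was 140.3 to the nkd1-/- samples and 189.2 to the axin2-/- samples, a difference of 48.9. The spread of these distances between single mutant samples was 5.35 (SD, n = 3) for nkd1-/- and 5.19 for axin2-/-. An exact permutation test over the 20 assignments of the single mutant samples gave p = 0.1, two-sided, which is the smallest value that design allows. Within groups the samples were 97.2 apart in the double mutant and 98.7 apart in nkd1-/- on average, so the double mutant and nkd1-/- differed by more than their replicates did.

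The effects of the mutations were then compared across genes, between contrasts that share no sample. The log2 fold changes of the double mutant against TL correlated with those of nkd1-/- against Tu at r = 0.294 (jackknife SE 0.017), and those of the double mutant against Tu with axin2-/- against TL at r = 0.070 (SE 0.014). The difference of 0.223 exceeded its jackknife SE of 0.025. Over genes with a mean of at least 5 CPM the difference was 0.368, the alternative that moved it most. Of the 3036 genes called in both the double mutant against TL and nkd1-/- against Tu, 2490 changed in the same direction (82.0%). Of the 2033 genes called in both the double mutant against Tu and axin2-/- against TL, 1112 did (54.7%).

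The effect of each gene's loss was also compared in the presence and absence of the other gene. Each contrast sets different families against each other and so also carries differences between lines. The correlations therefore do not measure gene loss alone, and they were not repeated over genes without a detected strain difference. Loss of nkd1 in the axin2-/- background (the double mutant against axin2-/-) correlated with loss of nkd1 alone (nkd1-/- against Tu) at r = 0.255 (jackknife SE 0.022), and 2429 of the 3097 genes called in both changed in the same direction (78.4%). Loss of axin2 in the nkd1-/- background (the double mutant against nkd1-/-) correlated with loss of axin2 alone (axin2-/- against TL) at r = 0.031 (SE 0.019). Of the 765 genes called in both, 400 changed in the same direction and 365 in the opposite one, so 52.3% agreed in direction. The Spearman correlation for loss of axin2 was -0.029, so its sign depended on the measure. A yardstick was taken from single samples. Differences between 1 axin2-/- and 1 TL sample correlated with those of a disjoint pair at a mean r of 0.617. Differences between 1 double mutant and 1 nkd1-/- sample did so at 0.512. Each difference thus repeated across replicates of the same families, whether it came from the mutation or from the line. The same single-sample measure between the 2 effects of axin2 loss was 0.025, and that between the 2 effects of nkd1 loss was 0.212. The 2 single mutants shared little: axin2-/- against TL correlated with nkd1-/- against Tu at r = 0.053 (SE 0.016).

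**Figure D4:**
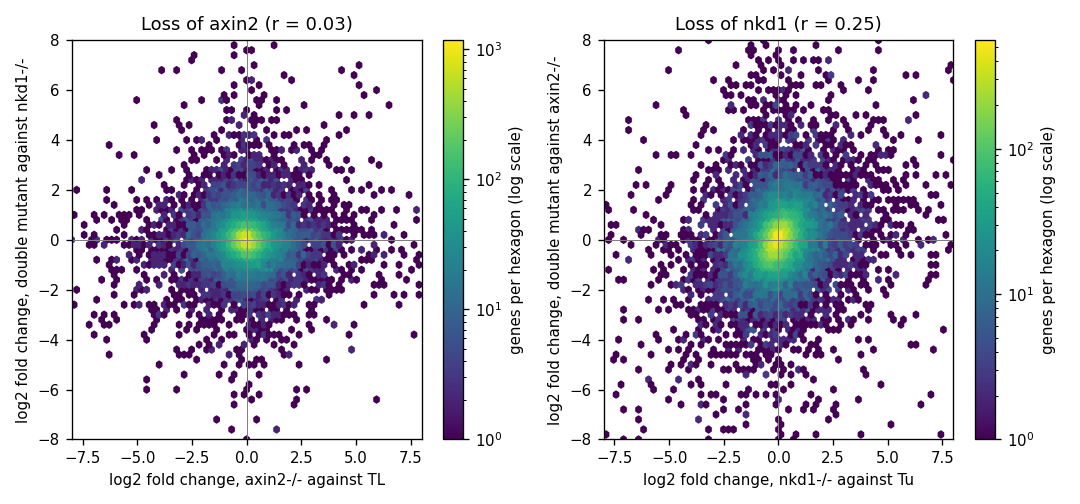
Log2 fold change of each gene for loss of axin2 (left: x axis, axin2-/- against TL; y axis, double mutant against nkd1-/-) and for loss of nkd1 (right: x axis, nkd1-/- against Tu; y axis, double mutant against axin2-/-), coloured by genes per hexagon on a log scale, with 50 and 80 genes outside the axes. The cloud on the left has r = 0.03 and the one on the right leans upward with r = 0.25.

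The departure from additivity was tested in the same model. In 4261 genes (19.7%) the double mutant effect differed from the sum of the single mutant effects at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 2096 above the sum and 2165 below it. The median absolute departure of these genes was 1.42 on the log2 scale, with a median standard error of 0.33.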

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

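The comparison with the line differences below was chosen after the result was seen; the other tests in this part were stated before their values were computed. The departure from additivity stood out, because it would arise if the effect of losing axin2 depended on the state of nkd1, or the reverse. Differences between the fish lines could give it too. In 4261 genes the double mutant departed from the sum of the single mutant effects, as tested by the interaction contrast itself. Among 100 splits drawn from rearrangements of the 15 samples within each replicate number, the real one included, 1 split, the real one, gave as many genes; the highest other split gave 118. The other splits mix groups that differ in many genes (6712 between TL and Tu, 8340 between the double mutant and axin2-/-), so low counts were expected of them. This shows that the groups differ, and not that their effects depart from additivity, which rests on the contrast.

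Library depth was weighed as a technical cause: with every library thinned to the smallest total, 4122 genes departed from additivity, so unequal depth is an unlikely cause. The strain background was weighed next, because the contrast takes the mean of TL and Tu as the background of the double mutant. Among the 6394 genes with an adjusted p of at least 0.5 between TL and Tu, 15.2% departed from additivity, against 28.0% of the 6712 genes called between the strains. Strain differences at single genes could therefore account for part of the departures and not for all of them. Differences between the fish lines that have nothing to do with the mutations were weighed last. Of the genes called for loss of axin2 in both backgrounds, 52.3% changed the same way. This value cannot tell the explanations apart, because unrelated differences between families and a true dependence of axin2 on nkd1 both predict a share near even. All replicates of a group had the same parents, so family and genotype coincide in this design, and the departure cannot be told apart from differences between lines.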

How the results depend on the processing

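The alternatives for the 7 counts of genes, for the distance and for the difference of correlations were set before the data were examined, except DESeq2 size factors and thinned counts for the difference of correlations. Those 2, and the alternatives for shared genes and for the single correlations, were added afterwards. DESeq2 size factors, no filter, a fit with only the groups compared, thinned counts and either strain alone as control each left the counts they apply to within 1.5 times the reported value. So did DESeq2, which called 3329 genes between the double mutant and nkd1-/- against 2496, and which shared 2473 of those with edgeR, all in the same direction. The share of genes higher moved by at most 4.62 percentage points, and exchanging TMM for DESeq2 size factors shifted no median log2 fold change by more than 0.014. The fit with only the groups compared is the same fit for the departure from additivity, which uses all 5 groups.

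The added threshold of 1 on the absolute log2 fold change lowered the counts to 2588 in axin2-/- against TL, 3271 in nkd1-/- against Tu, 3687 in the double mutant against the mean of the strains, 3749 in TL against Tu, 1403 in the double mutant against nkd1-/- and 4385 in the double mutant against axin2-/-; the departure from additivity kept 2932 genes. It lowered the shared genes of the same direction to 1059 for the double mutant against TL with nkd1-/-, 544 for the double mutant against Tu with axin2-/-, 209 for axin2 loss, 981 for nkd1 loss and 412 for the 2 single mutants. The order of the comparisons by shared genes was kept.

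The correlations depended on which genes entered. Without a filter the correlation for nkd1 loss was 0.174 and the difference between the double mutant's 2 correlations 0.163. Over genes with a mean of at least 5 CPM they were 0.378 and 0.368, and the correlation for axin2 loss was 0.0056. With Spearman correlations the difference was 0.282 and axin2 loss changed sign to -0.029. With the mean of both strains as the double mutant's control, which shares samples between the contrasts, the difference was 0.301. The difference stayed above 0 in every setting tried, and the cause of the shifts was not tested. Of the other values, which are the single correlations between mutants and the named genes, 5 moved and 29 did not, apart from the fits that each left out one sample.

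Leaving out one sample at a time gave 3304 to 4289 genes in axin2-/- against TL, 4584 to 6132 in nkd1-/- against Tu, 5894 to 8197 in the double mutant against the mean of the strains, 5333 to 5861 in TL against Tu, 1444 to 2738 in the double mutant against nkd1-/-, 6491 to 7672 in the double mutant against axin2-/- and 3144 to 4433 for the departure from additivity. The double mutant against nkd1-/- thus rested most on single samples. Shared genes of the same direction ranged from 1853 to 2607 for the double mutant against TL with nkd1-/-, 790 to 1136 for the double mutant against Tu with axin2-/-, 233 to 457 for axin2 loss, 1792 to 2565 for nkd1 loss and 628 to 933 for the single mutants. The correlation for axin2 loss ranged from 0.025 to 0.048, that for nkd1 loss from 0.232 to 0.264, and the difference from 0.194 to 0.228. The correlation of the double mutant against TL with nkd1-/- ranged from 0.267 to 0.295, that of the double mutant against Tu with axin2-/- from 0.057 to 0.077, and that of the single mutants from 0.036 to 0.059. Counts moved by more than 1.5 times in 3 of the 6 fits of the double mutant against nkd1-/- and in 2 of the 12 of the shared genes of axin2 loss. Correlations moved by at least their jackknife SE in 4 of the 12 fits of the double mutant against TL with nkd1-/-, 2 of the 12 of nkd1 loss, 1 of the 12 of the single mutants and 1 of the 15 of the difference. The distance difference ranged from 46.1 to 51.6 over the fits that each left out 1 sample. Outside these fits it was 33.6 over the 500 most variable genes and 55.8 with a prior count of 0.5. It was positive in each of its alternatives, with an exact permutation p of 0.1 over all samples. The 4 named genes kept their direction and their call in every alternative run for them.

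With the replicate number as a block the counts were 4740, 6479, 8168, 6831, 2653, 8456 and 4398, in the order of the leave-one-out ranges above. Each count was somewhat higher than without the block. Deviations from the group means of same-numbered samples correlated at 0.019 on average, from -0.012 to 0.032 over the pairs of groups checked. Any pairing by number was therefore weak.

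Other splits of the samples were run for each count. Of the 4 splits of 6 samples that part all same-numbered samples, 1 split, the real one, gave as many genes in axin2-/- against TL, and likewise in nkd1-/- against Tu, in TL against Tu and in the double mutant against each single mutant; 4 splits cannot give a share under 0.05. The highest count in any other split was 3, and in the 6 splits that keep a same-numbered pair together it was 8. For the double mutant against the mean of the strains, 1 of 100 splits, the real one, gave as many; the median of the others was 0. The 2 splits that exchanged whole groups gave 6877 and 7521 genes, the 3 that kept the double mutant and exchanged TL with Tu samples gave 5079 to 5161, and the other 94 gave 0 to 4461. The tests of the Wnt target list and of the axin2 and nkd1 transcripts, with their alternatives, were not run because the gene IDs could not be matched to names.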

Other observations

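The tests of line shares over strain genes, of the order of stretches and of the shuffled rows in this part were chosen after the results were seen; the others were stated before their values were computed. The nearness of the double mutant to nkd1-/- was tested against the technical and background explanations named below. Other differences between whole groups were not tested. The ratio of its noise-corrected squared distance to axin2-/- over that to nkd1-/- was 2.51 over all genes tested. It was 2.57 over the 6394 genes with an adjusted p of at least 0.5 between TL and Tu, 2.52 after thinning to one library total and 2.48 without the 1000 most variable genes. Strain differences at single genes, depth and a few genes with large differences are therefore unlikely to account for it.

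The position of each sample between nkd1-/- (at 0) and axin2-/- (at 1) was then measured over the 1081 genes that differ between those groups by at least 2 on the log2 scale at an adjusted p under 0.001. The double mutant lay at 0.256 ± 0.016 (SD, n = 3), with samples at 0.239, 0.271 and 0.259. It lay at 0.277 ± 0.015 over the 169 of these genes with an adjusted p of at least 0.5 between TL and Tu. Equal shares of both parental lines with additive expression would place it near the middle, so that explanation went against the measurement. Unequal shares were not settled. Over the 639 genes that differ strongly between TL and Tu and are not among the 1081, the double mutant lay at 0.205 ± 0.092 on the same scale, with samples at 0.143, 0.310 and 0.161. This met the cut of within 0.1 of 0.256, which was written after the result was seen, and the test was later judged unable to decide. Over these genes nkd1-/- lay at 0.459 and axin2-/- at 0.604 between Tu and TL, so the axis is narrow, and an expression state set by nkd1 predicts a low position too. A candidate explanation is that the double mutant family carries more of its genome from the nkd1 line than from the axin2 line, and this remains beside the biological one that loss of nkd1 sets the expression state. The labels give no pedigree beyond the cross, and the data cannot tell these 2 explanations apart or exclude others that were not tested.

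The mutant lines did not match their strains in the expression of genes that differ between TL and Tu. Differences in line background and changes caused by the mutations would both give this, and they were not separated. The genes were also picked in the same TL and Tu samples that set the scale, which draws other groups inward. On a scale from Tu (0) to TL (1) over the 955 genes that differ strongly between the strains, axin2-/- lay at 0.731 ± 0.005, nkd1-/- at 0.327 ± 0.004 and the double mutant at 0.426 ± 0.017 (SD, n = 3 each). Of 14 genes with at least 100 counts in every sample of one group and at most 3 in every sample of the other between axin2-/- and TL, 3 had the axin2-/- state in Tu and 4 had it in the double mutant, where 3 others had the TL state and the rest neither state. Of 22 such genes between nkd1-/- and Tu, 13 had the nkd1-/- state in the double mutant, where 0 had the Tu state, and 3 had it in TL. TL and Tu themselves differed in this way in 39 genes.

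Called genes were unevenly spread over the table, also between the unmutated strains. The richest stretch of 200 consecutive tested genes had 59.0% called in TL against Tu (31.1% of all genes), 59.5% in the double mutant against axin2-/- (38.6%), 38.5% in axin2-/- against TL (21.2%) and 37.0% for the departure from additivity (19.7%), and in these 4 comparisons 0 of 1000 shuffles of the rows gave a stretch as rich. In nkd1-/- against Tu 1 shuffle did (46.5%), and in the double mutant against the mean of the strains 5 did (53.5%). In the double mutant against nkd1-/- a stretch of 200 consecutive tested genes had 29.5% called, against 11.5% of all genes, and 0 of 1000 shuffles gave a stretch as rich; the highest reached 23.5%. In that stretch, over its 33 genes that differ between axin2-/- and nkd1-/-, the double mutant lay at 0.790 ± 0.041 between nkd1-/- and axin2-/-. It met the prediction of at least 0.5 written before the value was seen. It was judged afterwards unable to tell whether the stretch came from the axin2 line, because the stretch was picked for differing from nkd1-/-. Among 108 consecutive stretches of 200 genes, which were not picked by the double mutant, the median position was 0.251, 12 were at 0.5 or above, and 6 of these followed one another, covering tested genes 3801 to 5000 in table order with positions from 0.533 to 0.853. Positions of consecutive stretches correlated at r = 0.451 (one-sided permutation test over 9999 shuffles, p = 1e-04, the smallest they can give). The file does not state what its row order follows. If it follows the chromosomes, the correlation of consecutive stretches is consistent with linked segments inherited from either line. Changes shared by close neighbours are a less likely cause, since the log2 fold changes of the double mutant against nkd1-/- correlated at 0.087 between adjacent rows, 0.006 between rows 5 apart and 0.003 between rows 50 apart; other causes were not tested. Coordinates of the IDs would be needed to test whether the run of 6 stretches holds axin2.

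Neighbours in the table also changed together over short ranges. In axin2-/- against TL the log2 fold changes of adjacent rows correlated at r = 0.119 and those of rows 5 apart at 0.022, a ratio of 0.180. In nkd1-/- against Tu they were 0.108 and 0.0083, a ratio of 0.077. So fast a fall is consistent with reads shared between neighbouring or overlapping genes, or with close neighbours regulated together; these were not separated.

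The genes that differ between the double mutant and nkd1-/- might partly be TL alleles that came in through the axin2 parent. Over the 6712 genes called between the strains, the difference between the double mutant and nkd1-/- correlated with that between TL and Tu at r = 0.176 across genes. The sign is the one that explanation predicts, and the size lies between the values set beforehand for and against it, so it was left open.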
